A study of Mus musculus with 16 samples.

How the data were processed

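The data came from CUT&RUN, an assay in which an antibody bound to a protein in unfixed cells recruits micrococcal nuclease, so that DNA next to the protein is cut free and sequenced. Retinas of CD-1 mouse embryos (an outbred strain) at embryonic day 16 were pooled and dissociated, and 300000 cells went into each assay, per the labels' protocols. There were 16 libraries. Of these, 8 came from antibodies to the transcription factors: 4 libraries for Foxn3, in 2 experiments, 2 libraries for Foxn4 and 2 for Rfx3. The other 8 were immunoglobulin G (IgG) controls, 4 rabbit libraries for Foxn3, 2 rabbit libraries for Rfx3 and 2 mouse libraries for Foxn4. Nuclease digestion lasted 1 h, except for the Foxn4 and mouse IgG libraries, where it lasted 12 h (an approximate time), per the labels' protocols. Foxn4 therefore differed from the other factors in the control species and in the digestion time as well as in the antibody.

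The deposited data used here were 3 peak lists, 1 per factor. Which libraries of an antibody entered its list, and how they were combined, is not stated. No list separates the replicates, and no values of single libraries or of the IgG controls were analysed here. Each list gives the position of a peak and a score. The score is the authors' own value for each peak, and neither the labels nor the file headers state the peak caller, its threshold, the use of the IgG libraries or the scaling of the score. The deposited score was a whole multiple of 0.934 in the Foxn3 list and of 0.889 in the Foxn4 list, and a whole number in the Rfx3 list, the form a scaled or unscaled pileup of fragments takes. It was used only to rank and filter peaks within a list. The Foxn3 peak numbers ran to 3645 with 851 numbers absent, so an unstated filter had removed peaks there. Of the absent numbers, 836 lay within the range of a chromosome, and their share did not differ detectably between the 20 chromosomes with Foxn3 peaks (18.7% to 29.1%, chi-square test, p = 0.786). The other 15 lay between the ranges of neighbouring chromosomes and were left out of that test. The last number was on chromosome X, so peaks removed after it would leave no gap. Numbering in the Foxn4 and Rfx3 lists had no gaps. Read depth per library is unknown from these files, so no value here has an interval for sequencing depth.

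Coordinates are those of the mm10 build, per the file headers, and are given counting from 1. Genes came from a RefSeq gene table of GRCm38.p6, the same assembly, with 21887 protein-coding genes on chromosomes 1 to 19, X and Y. That table gives the start and end of each gene but neither strand nor exons. The transcription start site named in the design was therefore replaced by either annotated end of a protein-coding gene, and a gene counted as bound where a peak midpoint lay within 1 kb of an end. To see what this costs, genes over 10 kb were examined: 1416 such genes were bound in the Foxn3 list and 12 of them at both ends, 770 and 3 in the Foxn4 list, and 1695 and 19 in the Rfx3 list. Whether the bound end is the start or the end of transcription was not determined. Genome sequence was not used here, so the 9 planned motif tests, the 3 planned motif comparisons and the CpG-rich background were not run, and the planned test of antibody against IgG per peak was not run because it needs counts per library.

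Peaks of different lists were called shared where they overlapped by at least 1 bp. The number of shared peaks was compared with 1000 random placements of the first list's peaks on the same chromosome with the same widths, by a one-sided permutation test whose smallest possible p-value is 0.001. Placements ran from the first to the last annotated gene of a chromosome; assembly gaps between them were not excluded. Shares carry 95% Wilson intervals, which cover counting error only, because peaks and genes are not biological replicates and neighbouring ones are not independent. Where nothing was counted, the limit given is an approximate one-sided 95% bound instead. Genes were compared by Fisher's exact test, two-sided, with the sample odds ratio and a 95% interval from the normal approximation of its logarithm. Stratified odds ratios are Mantel-Haenszel estimates, tested with 10000 permutations within strata. Adjusted p-values are Benjamini-Hochberg values within each family, whose size is given with the result.

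The gene lists were fixed before the data were examined. The primary cilium list had 183 symbols, which matched 167 genes, with 9 symbols unmatched. The motile cilium list had 102 symbols, which matched 88 genes, with 12 unmatched. The ribosomal protein list held 90 genes. Symbols were matched directly or through a synonym that names a single gene, so several symbols can name the same gene. The genes and peaks named in the text followed a rule also written before the data were examined: members of an 18-gene set of network regulators with a peak within 1 kb of an end, the first 10 primary cilium genes in alphabetical order with a peak in every list, and the 3 highest-scoring peaks of each list. Some genes that meet this rule are not reported here. The loci of the 3 factors themselves are given in addition.

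Alternatives fixed before the data were examined were an overlap of at least 50% of both peaks, midpoints within 200 bp, peaks scoring at or above the median of their list, rotation of a list along its chromosome, a placement that keeps the share of peaks at gene ends, peaks away from gene ends, distances of 500 bp and 5 kb, and the nearest gene of each peak. Chosen after seeing the data were the stratified odds ratios, a background of genes bound in another list, a background without receptor families and unnamed genes, Foxn4 peaks of at least 150 bp, and all comparisons of the lists with each other by gene class. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The code was tested on simulated data. With the 2794 Foxn3 peaks placed at random, the median fold was 0.915 and 1 of 100 runs had p under 0.05; with planted overlaps, 98.1% to 104.7% of them were counted in 20 runs. For gene lists over 21887 genes with a true odds ratio of 4, the median estimate was 4.08 and 93 of 100 intervals held the true value. With a true odds ratio of 1, 3 of 100 runs had p under 0.05.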

Results

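To compare where Foxn3, Foxn4 and Rfx3 bind in the developing mouse retina, and whether they share sites at genes of the primary cilium, the peak lists of the 3 antibodies were set against each other and against annotated genes. The antibody libraries numbered 4 for Foxn3, 2 for Foxn4 and 2 for Rfx3, from retina at embryonic day 16. Each antibody has a single list, and whether it pools all its libraries is not stated. No value below therefore has a spread between replicates, and p-values describe these lists rather than repeated experiments. IgG background was not analysed here.

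The Foxn3 list held 2794 peaks, the Foxn4 list 2956 and the Rfx3 list 3981. Median peak width was 384 bp for Foxn3 (interquartile range 191 bp), 351 bp for Foxn4 (154 bp) and 469 bp for Rfx3 (259 bp). The lists covered 1159, 1100 and 2049 kb. The authors' score, whose scaling is not stated, had a median of 29.9 in the Foxn3 list, 7.11 in the Foxn4 list and 76 in the Rfx3 list. In units of its smallest step the Foxn4 median was 8 and the Foxn3 median 32. Scores are therefore not compared in size between lists.

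Whether the factors occupy common sites was addressed by peak overlap. The Foxn3 list lacks 851 of 3645 peak numbers through an unstated filter, and whether that filter depended on the other lists is unknown. Shares of Foxn3 peaks therefore describe the filtered list. Of the Foxn3 peaks, 2265 overlapped an Rfx3 peak (81.1%, 95% Wilson interval 79.6% to 82.5%), against a mean of 4.47 under random placement, a 507-fold excess. Foxn3 peaks overlapped Foxn4 peaks in 1120 cases (40.1%, 38.3% to 41.9%, 421-fold). Foxn4 peaks overlapped Rfx3 peaks in 1064 cases (36%, 34.3% to 37.7%, 248-fold). Seen from the other list of each pair, 56.4% of Rfx3 peaks met Foxn3, 38% of Foxn4 peaks met Foxn3 and 26.5% of Rfx3 peaks met Foxn4. A total of 883 Foxn3 peaks (31.6%, 29.9% to 33.4%) met both other lists, 818-fold over placement. For all 7 overlaps the permutation p-value was 0.001, raw and adjusted over the 7, the smallest that 1000 placements can give. The fold depended most on the placement: keeping the share of peaks at gene ends gave 32.4-fold for Foxn3 and Rfx3, 37.3-fold for Foxn3 and Foxn4 and 27.6-fold for Foxn4 and Rfx3, with the same p-value. That placement drew from the ends of all protein-coding genes on any chromosome. It therefore does not separate shared binding from sites that are accessible in every assay. Where Foxn3 and Rfx3 peaks overlapped, their midpoints lay a median of 46 bp apart (quartiles 21 and 91 bp). For Foxn3 and Foxn4 the median was 45 bp (21 and 86 bp).

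Merging all overlapping peaks gave 6155 regions. Of these, 875 (14.2%) had a peak of every factor, 1361 (22.1%) had Foxn3 and Rfx3 without Foxn4, 236 had Foxn3 and Foxn4 without Rfx3, and 178 had Foxn4 and Rfx3 without Foxn3. Regions with a single factor numbered 292 for Foxn3, 1654 for Foxn4 and 1559 for Rfx3. The unstated filter of the Foxn3 list may have lowered the count for Foxn3 alone.

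**Figure D1:**
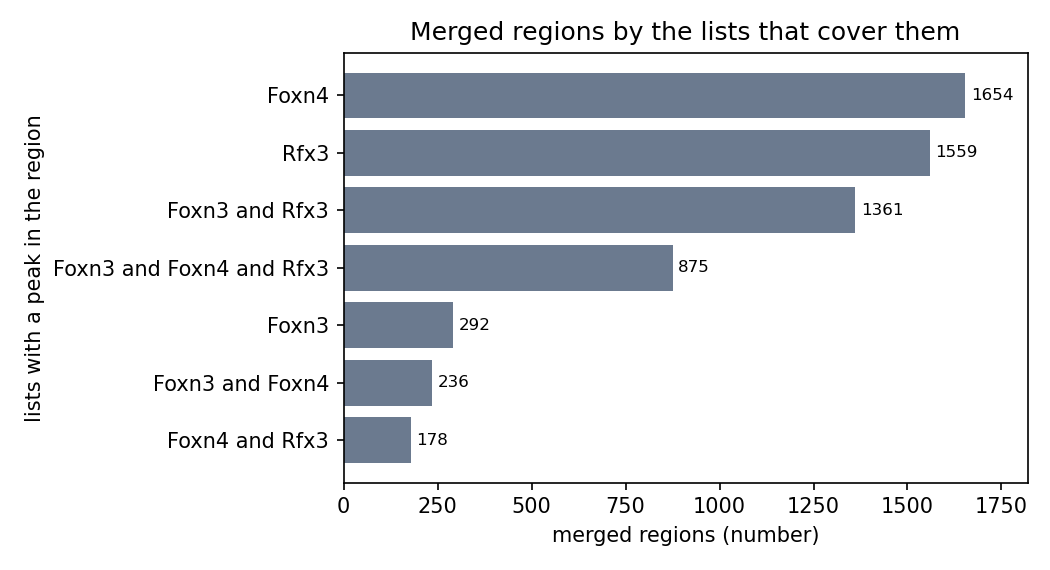
Bars give the number of merged regions (horizontal axis) for each combination of peak lists (vertical axis), out of 6155 regions. Foxn4 alone (1654 regions) and Rfx3 alone (1559) are the most frequent, and Foxn3 alone (292) is less frequent than Foxn3 with Rfx3 (1361). Peaks had been removed from the Foxn3 list by an unstated filter.

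Sharing changed with the score of a peak within its own list. Of the Foxn3 peaks in the lowest score quartile, 57.5% (53.8% to 61.1%) overlapped Rfx3, and in the highest 97.4% (96.0% to 98.4%). The share overlapping Foxn4 went the other way, from 62.7% (59% to 66.2%) in the lowest to 27.2% (24.1% to 30.6%) in the highest. Rfx3 peaks overlapped Foxn3 in 46.4% of the lowest and 86.8% of the highest quartile, with the minimum, 40.2%, in the second. Their overlap with Foxn4 was highest in the lowest quartile, at 44.5% (41.4% to 47.6%), fell to 14.5% (12.4% to 16.8%) in the third and was 23.6% (21.1% to 26.4%) in the highest. Foxn4 peaks overlapped both other lists more often with rising score, from 19.8% to 58.6% for Foxn3 and from 22.3% to 48.2% for Rfx3.

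**Figure D2:**
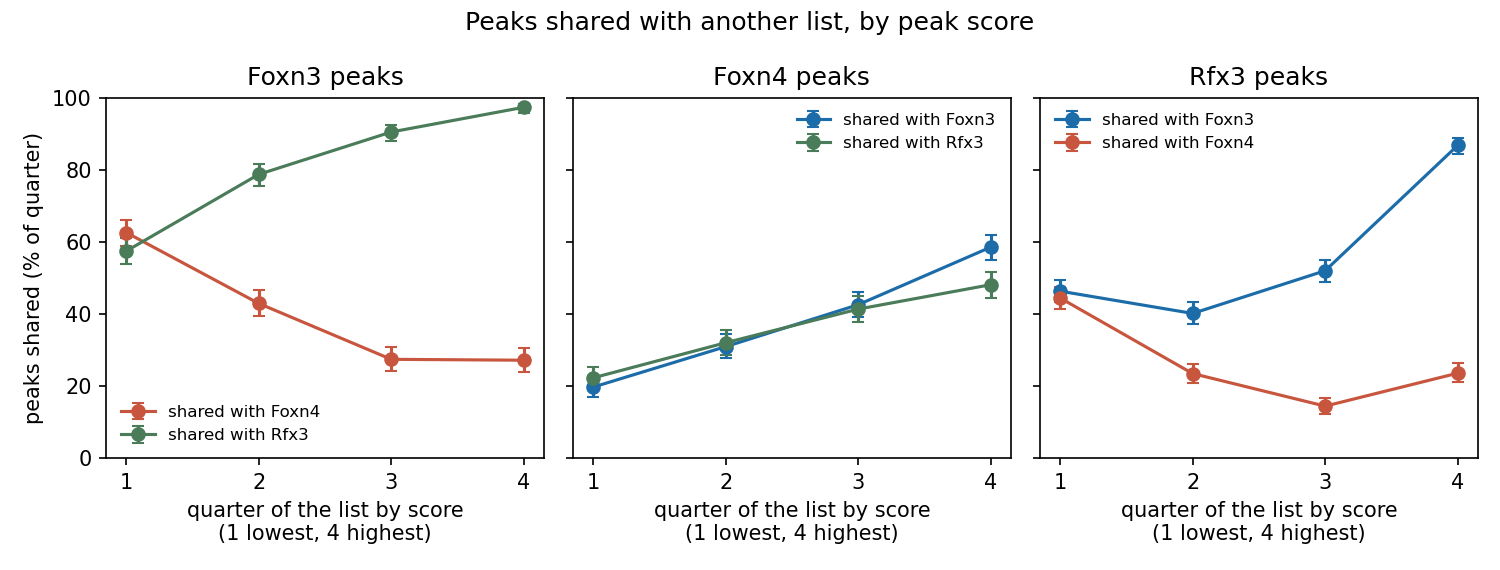
Each panel shows 1 peak list divided into 4 equal groups by score (horizontal axis), with the percent of peaks that overlap another list (vertical axis) and 95% Wilson intervals as bars. Sharing of Foxn3 peaks with Rfx3 rises from 57.5% to 97.4%, while sharing with Foxn4 falls from 62.7% to 27.2%.

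The position of peaks relative to genes was compared with the same placements. Midpoints lay within 1 kb of an end of a protein-coding gene for 56.6% of Foxn3 peaks (54.7% to 58.4%), 29.7% of Foxn4 peaks (28% to 31.3%) and 48.8% of Rfx3 peaks (47.2% to 50.3%). Placement gave 3.26%, 3.11% and 3.25%, so the excess was 17.3-fold, 9.53-fold and 15-fold, each with a permutation p-value of 0.001, the smallest possible, adjusted over the 3. The distance mattered most: within 5 kb the excess was 5.09-fold, 2.94-fold and 4.57-fold. All pairs of lists differed in this share by Fisher's exact test, with odds ratios of 3.09 for Foxn3 against Foxn4 (adjusted exact p = 5.76e-95 over 3 tests), 1.37 for Foxn3 against Rfx3 (adjusted exact p = 2.16e-10) and 0.443 for Foxn4 against Rfx3 (adjusted exact p = 2.56e-58). Lists share many sites, so these tests are approximate. Peaks between genes made up 38.4% of the Foxn4 list, against 18.5% of the Foxn3 and 22.4% of the Rfx3 list. Foxn4 peaks near a gene end overlapped Rfx3 in 72.5% of cases and those farther away in 20.6% (odds ratio 10.2, adjusted exact p = 7.93e-157 over 6 tests, Fisher's exact test). For Foxn3 peaks the corresponding shares were 85.3% and 75.6% (odds ratio 1.87, adjusted exact p = 1.76e-10). Overlap of Foxn3 peaks with Foxn4 was lower near gene ends, 37.4% against 43.6% (odds ratio 0.772, adjusted exact p = 0.000931). Seen from the Foxn4 peaks, overlap of this pair was higher near gene ends, 67.5% against 25.5% (odds ratio 6.06, adjusted exact p = 1.11e-100).

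**Figure D3:**
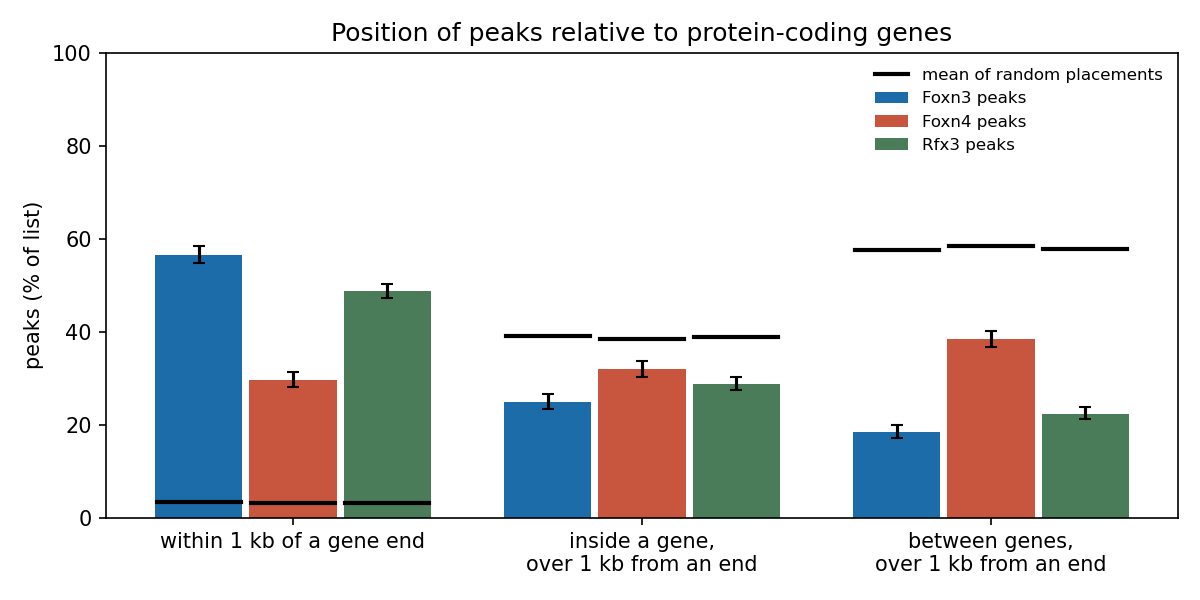
Bars give the percent of each list's peaks (vertical axis) in 3 positions relative to protein-coding genes (horizontal axis), with 95% Wilson intervals, and black lines the mean of 1000 random placements. Within 1 kb of a gene end the bars stand at 56.6%, 29.7% and 48.8%, above placement means near 3%, and between genes they stand below placement.

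At the level of genes, 1930 protein-coding genes had a Foxn3 peak within 1 kb of an end, 1059 a Foxn4 peak and 2329 an Rfx3 peak, out of 21887. In total 2808 genes were bound in at least 1 list and 669 in every list. Foxn3 and Rfx3 shared 1654 genes, 85.7% of the Foxn3 genes (odds ratio 171, 95% interval 148 to 199). Foxn3 and Foxn4 shared 733 genes, 69.2% of the Foxn4 genes (odds ratio 36.9, 32 to 42.5). Foxn4 and Rfx3 shared 792 genes, 74.8% of the Foxn4 genes (odds ratio 37.2, 32.1 to 43.2). Fisher's exact p-values were too small to be represented, under 1e-300, for all 3 pairs. Stratifying by binding in the remaining list, an alternative chosen after seeing the data, moved these values most. The odds ratio was then 79.0 (66.7 to 93.5) for Foxn3 and Rfx3, 4.08 (3.35 to 4.96) for Foxn3 and Foxn4 and 4.99 (4.01 to 6.22) for Foxn4 and Rfx3.

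Whether bound genes include those of the cilium was tested with 3 gene lists. Of 167 primary cilium genes, Foxn3 bound 78 (46.7%, against 8.53% of other genes; odds ratio 9.40, 6.91 to 12.8; adjusted exact p = 6.39e-38 over the 3 peak lists, Fisher's exact test). Rfx3 bound 93 (55.7% against 10.3%; odds ratio 11, 8.04 to 14.9; adjusted exact p = 2.59e-46). Foxn4 bound 27 (16.2% against 4.75%; odds ratio 3.87, 2.55 to 5.86; adjusted exact p = 3.41e-08). The alternative that moved these values most was a background of genes bound in another list, chosen after seeing the data, which gave 1.75, 3.01 and, for Foxn4, 0.691. Of 88 motile cilium genes, Foxn3 bound 51 (odds ratio 14.6, 9.54 to 22.4; adjusted exact p = 4.44e-31) and Rfx3 bound 55 (odds ratio 14.3, 9.27 to 22.1; adjusted exact p = 2.46e-31). Foxn4 bound 7 (odds ratio 1.70, 0.785 to 3.70; adjusted exact p = 0.203), so an excess was not detectable there. Against the background of genes bound in another list the motile odds ratio was 5.23 for Foxn3, 14.1 for Rfx3 and 0.286 for Foxn4. With only peaks scoring at or above the median it was 26.9 for Foxn3, 25.1 for Rfx3 and 1.63 for Foxn4. Ribosomal protein genes, a comparison list unrelated to cilia, showed no excess past the threshold: odds ratios were 1.59 for Foxn3 (adjusted exact p = 0.134), 2.20 for Foxn4 (raw exact p = 0.0414, adjusted exact p = 0.124) and 1.55 for Rfx3 (adjusted exact p = 0.134). The Foxn4 value passed the threshold within 500 bp of a gene end, at 2.46.

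**Figure D4:**
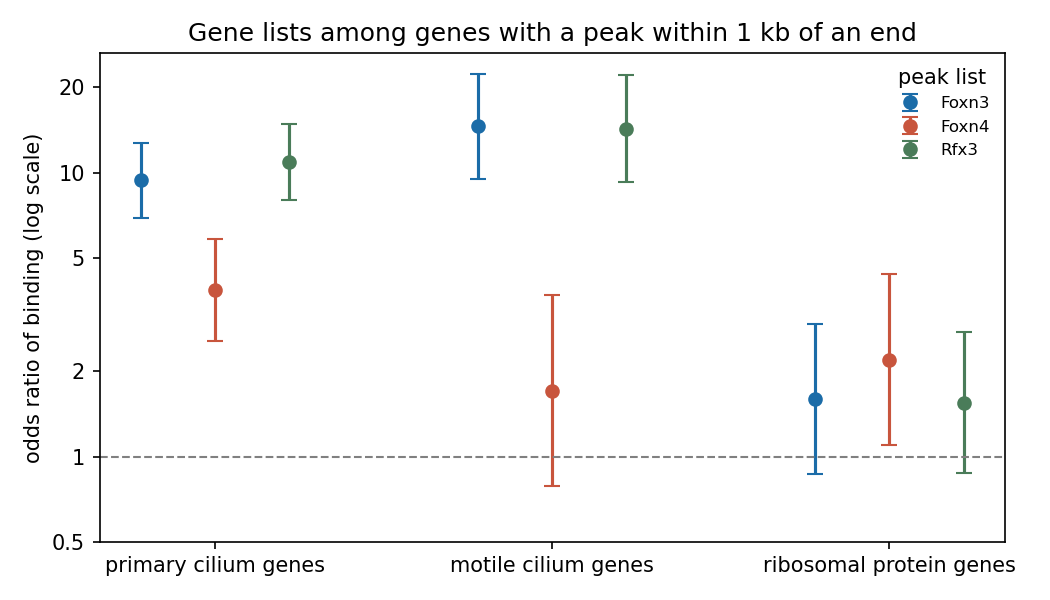
Points give the odds ratio (vertical axis, log scale) for genes of each list (horizontal axis) to have a peak within 1 kb of an end, bars the 95% interval, and the dashed line an odds ratio of 1. Foxn3 and Rfx3 lie at 9.40 and 11 for primary and at 14.6 and 14.3 for motile cilium genes, and Foxn4 at 3.87 and 1.70.

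Differences between the peak lists were tested over genes bound in only 1 list of a pair, 9 tests in all, chosen after seeing the data. Primary cilium genes made up 56 of 1197 genes with Foxn3 but no Foxn4 and 5 of 326 with the reverse (odds ratio 3.15, 1.25 to 7.93; adjusted exact p = 0.0222). They made up 3 of 267 genes with Foxn4 but no Rfx3 and 69 of 1537 with the reverse (odds ratio 0.242, 0.0755 to 0.774; adjusted exact p = 0.0184). Motile cilium genes made up 45 of 1197 and 1 of 326 for Foxn3 and Foxn4 (odds ratio 12.7, 1.74 to 92.5; adjusted exact p = 0.00304). For Foxn4 and Rfx3 they made up 0 of 267, which allows a share of up to 1.12% (one-sided bound), and 48 of 1537 (3.12%, adjusted exact p = 0.00304). Between Foxn3 and Rfx3 no difference was detectable for primary (odds ratio 0.604, adjusted exact p = 0.486) or motile cilium genes (1 of 276 against 5 of 675; odds ratio 0.487, 0.0567 to 4.19; adjusted exact p = 0.697). With only peaks scoring at or above the median of their list, primary cilium genes did differ, at 0.290 (adjusted exact p = 0.0245). Within the Rfx3-bound genes, motile cilium genes were more often bound by Foxn3 than other genes were (50 of 55; odds ratio 4.18, 1.66 to 10.5; adjusted exact p = 0.00273 over 6 tests). For primary cilium genes the difference was within error (73 of 93; odds ratio 1.51, 0.914 to 2.50; adjusted exact p = 0.193). Rfx3 score was not adjusted for. Of the 55 motile cilium genes, 50 had an Rfx3 peak at or above the median score. Overlap of Rfx3 peaks with Foxn3 was highest, 86.8%, in the highest score quartile, so the motile excess may follow from Rfx3 score. Foxn4 assays also differed in digestion time and control species, so antibody and protocol are not separated in any comparison with Foxn4.

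Of 18 regulators chosen in advance, 5 had a peak within 1 kb of an end. Foxj1 (chromosome 11, 116330704 to 116335499) had a Foxn3 peak at 116335282 to 116335679, higher in score than 99.7% of its list, and an Rfx3 peak at 116335286 to 116335588, higher than 99.8% of its list. Both lay within 63 bp of the gene's end, and Rnf157 also lies within 1 kb. Ccno (chromosome 13) had a Foxn3 peak at 112987423 to 112987909 and an Rfx3 peak at 112987468 to 112987966. E2f5 (chromosome 3) had Foxn3 at 14578484 to 14578683 and Rfx3 at 14578372 to 14579016. Rfx2 (chromosome 17) had Foxn3 at 56830896 to 56831441 and Rfx3 at 56830908 to 56831650. The Foxn3 peaks of E2f5 and Rfx2 scored below the median of their list. Foxn2 (chromosome 17) had only an Rfx3 peak, at 88440209 to 88440915. Foxn4 had no peak within 1 kb of the ends of these 18 genes.

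None of the 3 lists had a peak within 1 kb of an end of Foxn3, Foxn4 or Rfx3. Inside the Foxn3 gene (chromosome 12, 99190081 to 99563667) lay 5 Foxn3, 3 Foxn4 and 6 Rfx3 peaks. Inside Foxn4 (chromosome 5, 114254164 to 114274418) lay 1 peak of each list, all at about the same place, with the Foxn3 peak at 114263934 to 114264471. Inside Rfx3 (chromosome 19, 27761721 to 28014669) lay 1 Foxn3 peak, at 28010991 to 28011271, and 1 Rfx3 peak, at 28010822 to 28011300, and no Foxn4 peak. Exons were not examined, so exonic or intronic position is not given.

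In total 21 primary cilium genes had a peak of every factor within 1 kb of an end. They were 21 of the 73 primary cilium genes bound by Foxn3 and Rfx3. Among all 1654 genes bound by Foxn3 and Rfx3, 669 also had Foxn4, a larger share. Binding by every factor was therefore not more frequent at primary cilium genes than at co-bound genes in general, and the difference was not tested. Among the first 10 in alphabetical order were Bbip1, C2cd3, Cdk20, Ift122, Ift140, Ift27, Kif24 and Mkks. At Cdk20 (chromosome 13, 64432319 to 64439722) the Foxn3 peak spanned 64432255 to 64432931, the Foxn4 peak 64432350 to 64432700 and the Rfx3 peak 64432243 to 64432719. At Bbip1, C2cd3, Ift122, Ift140, Kif24 and Mkks another gene also lies within 1 kb of these peaks (Shoc2, Ppme1, Mbd4, Cramp1l, Nudt2 and Slx4ip), so the bound gene is uncertain there.

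The highest-scoring Foxn3 peaks lay 54 bp from an end of Gas8 (chromosome 8, 123518576 to 123518987, score 1444), inside Bicdl1 (chromosome 5, 115652845 to 115653353, score 1045) and 46 bp from an end of Btrc (chromosome 19, 45363294 to 45363992, score 1012), all overlapping Rfx3. The highest-scoring Rfx3 peaks lay 217 bp from Sde2 (chromosome 1, 180850666 to 180851204, score 3562), 53 bp from Cep112 (chromosome 11, 108424863 to 108425463, score 2641) and inside Mast3 (chromosome 8, 70792240 to 70793377, score 2545), all overlapping Foxn3. Among the highest-scoring Foxn4 peaks, those nearest Cdh8 (chromosome 8, 98882547 to 98882642, score 37.3) and Enc1 (chromosome 13, 97374430 to 97374538, score 35.6) were 96 and 109 bp wide, lay over 100 kb from any protein-coding gene end and overlapped neither other list. The next, 6203 bp from Rdm1 (chromosome 11, 101641786 to 101642799, score 32.9), overlapped both.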

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

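All tests of explanations in this part were chosen after the enrichment of the gene lists had been seen, except the comparison of motile cilium genes with equally many Rfx3 genes, which was written down before its result.

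In 4 comparisons the Foxn4 list differed from another list in its cilium genes when the difference itself was tested over genes bound in only 1 list of the pair. For primary cilium genes the odds ratio was 3.15 for Foxn3 against Foxn4 (adjusted exact p = 0.0222) and 0.242 for Foxn4 against Rfx3 (adjusted exact p = 0.0184). For motile cilium genes it was 12.7 for Foxn3 against Foxn4 (adjusted exact p = 0.00304) and 0 for Foxn4 against Rfx3 (0 of 267 against 48 of 1537 genes, adjusted exact p = 0.00304). Adjustment was over 9 tests with Fisher's exact test. All 4 kept their direction and stayed past the threshold at 500 bp, at 5 kb, with the higher-scoring peaks of each list, without receptor families and unnamed genes and with Foxn4 peaks of at least 150 bp.

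The smaller number of genes in the Foxn4 list is argued against as the whole cause. The highest-scoring Rfx3 peaks that bind the same number of genes, 1059, gave a motile odds ratio of 25.9 (16.9 to 39.6), above the Foxn4 interval (0.785 to 3.70), and a primary odds ratio of 13.6 (9.94 to 18.7). Background peaks spread evenly over the genes bound by Foxn3 or Rfx3, or sites lost at random, are argued against for motile cilium genes only. Background that falls more on some gene ends than on others would also change this ratio, so it is not excluded. Among genes bound by Foxn3 or Rfx3, 7 of 56 motile cilium genes (12.5%) and 849 of 2549 other genes (33.3%) were also bound by Foxn4, an odds ratio of 0.286 (0.129 to 0.634). For primary cilium genes the same test gave 25 of 98 (25.5%) against 831 of 2507 (33.1%), an odds ratio of 0.691 (0.435 to 1.10, exact p = 0.125), so dilution or random loss stays open there. A narrower comparison that was run first, motile against primary cilium genes, gave 0.417 (0.167 to 1.04, exact p = 0.0647) and did not decide; the comparison with all other genes was chosen after that result.

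What stays open is that the Foxn4 list may resemble the weaker sites of the other factors. The lowest-scoring Rfx3 peaks that bind 1067 genes gave a motile odds ratio of 0.453 (0.111 to 1.84) and a primary odds ratio of 2.08 (1.24 to 3.50). Both intervals overlap those of Foxn4, 0.785 to 3.70 and 2.55 to 5.86. A candidate explanation is therefore that Foxn4 peaks at gene ends are largely sites that several assays recover at low level. Overlap of Rfx3 peaks with Foxn4 rose again from 14.5% in the third score quartile to 23.6% in the highest. That rise cannot decide, because the quartiles use all Rfx3 peaks rather than those at gene ends. The share of Rfx3 peaks within 1 kb of a gene end rose too, from 38.5% to 55.5%. Such peaks met Foxn4 more often than those farther away, 32.5% against 20.8%. The resemblance of the Foxn4 list to weaker sites could be technical, since the Foxn4 assays had a longer digestion and a mouse control. It could also reflect binding of Foxn4 to other genes. The design gives no Foxn4 library with the shorter digestion, so these cannot be told apart, and the higher overlap of Foxn3 with Rfx3, 97.4% in the highest score quartile, is open in the same way because both used rabbit controls and the same digestion time.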

How the results depend on the processing

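In all, 72 values were recomputed under 281 alternatives. Of the 150 that concerned the 30 main values, 7 reversed a value, 2 took a value past the threshold that was not past it before, 3 moved a median width, which has no test, beyond its bootstrap interval, and the rest kept direction and side of the threshold. Keeping both does not mean keeping the size: several odds ratios left their reported 95% intervals. The overlaps of the 3 pairs, the overlap of all lists, the share of peaks at gene ends and the co-occupancy of genes kept direction and threshold under every alternative run on them. Over those alternatives the overlap fold ranged from 32.4 to 1376 for Foxn3 and Rfx3, from 37.3 to 1107 for Foxn3 and Foxn4, and from 27.6 to 615 for Foxn4 and Rfx3; the lowest values came from the placement that keeps the share at gene ends and the highest from an overlap of at least 50% of both peaks. Co-occupancy ranged from 79.0 to 224 for Foxn3 and Rfx3, from 4.08 to 41.6 for Foxn3 and Foxn4 and from 4.99 to 42.5 for Foxn4 and Rfx3, lowest when stratified by the remaining list. Odds ratios of primary cilium genes ranged from 1.75 to 10.3 for Foxn3 and from 3.01 to 14.7 for Rfx3. Those of motile cilium genes ranged from 5.23 to 26.9 for Foxn3 and from 11.8 to 25.1 for Rfx3.

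A background of genes bound in another list, chosen after seeing the data, reversed 4 odds ratios: 0.691 for primary and 0.286 for motile cilium genes with Foxn4, and 0.937 and 0.875 for ribosomal protein genes with Foxn3 and Rfx3. The background for Foxn4 consists of genes bound by Foxn3 or Rfx3. The reversal was past the threshold for motile cilium genes (adjusted exact p = 0.000767) and not for primary cilium genes (adjusted exact p = 0.125), and for ribosomal protein genes both adjusted p-values were 1. The cause was not tested. Under the same background the primary cilium odds ratio stayed past the threshold for Foxn3 at 1.75 (adjusted exact p = 0.0315) and for Rfx3 at 3.01 (adjusted exact p = 0.00716).

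With only peaks scoring at or above the median, primary cilium genes differed between Foxn3 and Rfx3, at 0.290 (adjusted exact p = 0.0245), against 0.604 as reported. Under the same setting motile cilium genes gave 1.28 for Foxn3 against Rfx3 and ribosomal protein genes 1.08 for Foxn3 against Foxn4, both reversed and with an adjusted p of 1. Within 500 bp, motile cilium genes gave 1.34 for Foxn3 against Rfx3, also reversed with an adjusted p of 1, and ribosomal protein genes passed the threshold for Foxn4 at 2.46 (adjusted exact p = 0.0489). Across its other alternatives that adjusted p ranged up to 0.896. Near gene ends, sharing of Foxn3 peaks with Rfx3 and with Foxn4 went together, with an odds ratio of 2.14, which reversed to 0.621 (exact p = 5.43e-05) when only higher-scoring peaks of the other lists were used. For these the cause was not tested. Median widths moved to 369.5 bp for Foxn3 (bootstrap interval as reported 377 to 391 bp) and 344 bp for Foxn4 (346 to 357 bp) among the higher-scoring peaks, and to 452 bp for Rfx3 (462 to 477 bp) away from gene ends.

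Numbers of peaks at named genes changed in 11 of 117 alternatives. In 9 of the 11 a peak fell below the median score of its list, which removes it by construction.

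No paired analysis was possible because each antibody has a single list without replicate numbers, and leaving out a replicate was not run for the same reason. Motif tests, the CpG-rich background and the test of antibody against IgG were not run, as they need genome sequence or counts per library. With peaks scoring at or above the median, the motile odds ratio of Foxn3 against Foxn4 had no finite value, because no motile cilium gene was bound by Foxn4 alone (adjusted exact p = 1.59e-07). Read depth per library is unknown from these lists, so it limits every comparison of Foxn4 with the other factors, whose scores run to more steps.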

Other observations

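The tests in this part on Foxn4 peaks under 150 bp and on chromosome Y were chosen after the results were seen. The others were written down before their results, with exceptions in the paragraph on Foxn3 peaks. There, the odds ratios within score and width bins were chosen after seeing the data. The setting with only higher-scoring peaks of the other lists was not planned in advance.

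Foxn3 peaks away from gene ends were shared with Rfx3 in 65.6% of cases when also shared with Foxn4 and in 83.3% when not (odds ratio 0.381, 0.291 to 0.499, adjusted exact p = 4.65e-12 over 3 tests, Fisher's exact test). Near gene ends the relation was the opposite, 90.7% against 82.0% (odds ratio 2.14, 1.55 to 2.95, adjusted exact p = 2.48e-06), but this depended on the peaks used: with only higher-scoring peaks of the other lists it was 0.621 (exact p = 5.43e-05). With all peaks, the ratio of the near to the distal odds ratio was 5.56, with a permutation p-value of 0.0001, the smallest that 10000 permutations can give. For this ratio a small constant was added to each count, so it differs slightly from the quotient of the odds ratios above. Width is argued against as the cause of the distal relation, since within 10 width bins the odds ratio stayed at 0.366 (0.269 to 0.498). Within 10 bins of the Foxn3 score it was 1.17 (0.828 to 1.66, permutation p = 0.388), so the apparent exclusion of Rfx3 and Foxn4 at distal sites may follow from low Foxn3 scores alone. Near gene ends the odds ratio within score bins was 3.03 (2.16 to 4.25).

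At the 883 Foxn3 peaks found in every list, the rank of the Foxn3 score followed that of the overlapping Rfx3 peak (rho = 0.734, bootstrap interval 0.698 to 0.768) but not that of the Foxn4 peak (rho = -0.00617, -0.0710 to 0.0595). The correlations are across peaks, which are not independent replicates. The difference, 0.741 (0.660 to 0.816), argues against an accessibility common to all antibodies as the only source, unless the Foxn4 scale itself lowered its rho. A low Foxn4 median alone is argued against as the cause. Thinning the Rfx3 scores to 15.3%, to bring their median of 59 to the 9 steps of Foxn4, left a rho of 0.704, if scores are fragment pileups. The thinning did not match the range: in the whole lists, Foxn4 scores ran from 3 to 42 steps and Rfx3 scores from 7 to 3562. A narrow range of Foxn4 scores therefore stays open. A signal shared by Foxn3 and Rfx3, biological or from their common digestion time and rabbit controls, may explain the rest, and no library here separates these.

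Genes bound by lower-scoring Rfx3 peaks were more often bound by Foxn4: 502 of 1193 (42.1%) against 290 of 1136 (25.5%) for genes with a peak at or above the median (odds ratio of the upper against the lower group 0.472, 0.396 to 0.563). Cilium genes went the other way, with an odds ratio of 3.78 (2.31 to 6.18) for primary and 10.9 (4.35 to 27.5) for motile cilium genes. Ribosomal protein genes did not differ (1.05, 0.367 to 3.00). Whether generally accessible promoters make up more of the lower Rfx3 scores is not decided by these values. Accessibility itself was not measured here, and ribosomal protein genes, with 7 in each group, were too few to tell. No biological explanation was tested.

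The Foxn4 list had 81 peaks under 150 bp, with a median width of 112 bp, against 11 such peaks for Foxn3 and 1 for Rfx3. Of these, 69 lay in the highest score quartile of the list, and they made up 5 of its 20 highest-scoring peaks, including those near Cdh8 and Enc1. Only 2 (2.47%, 0.680% to 8.56%) overlapped a Foxn3 or Rfx3 peak, against 1300 of 2875 wider peaks (45.2%; Fisher's exact p = 4.82e-18). Regions that collect reads in every library would be shared, but an unstated filter or the IgG controls may have removed them from the other lists, so the 2.47% decides nothing about them. Stacks of few distinct fragments could give narrow peaks with high scores, and the ratio of median scores, 1.75, goes with that, but reads would be needed to see identical fragments. No biological explanation was tested.

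Chromosome Y held no peak of the Foxn3 or Rfx3 list. As one-sided bounds, 0 of 2794 allows up to 0.107% of Foxn3 peaks and 0 of 3981 up to 0.0754% of Rfx3 peaks. The chromosome held 10 Foxn4 peaks (Fisher's exact p = 0.000196 for Foxn4 against Rfx3). Of these, 6 lay within 86.1 kb (6673488 to 6759634), and none was within 1 kb of a gene end. More male embryos in the Foxn4 pool could contribute, but the share of X peaks did not differ from the Rfx3 list (odds ratio 0.976, 0.694 to 1.37), which a moderate excess would also give. Against the Foxn3 list the share was higher (58 of 2956 against 36 of 2794; odds ratio 1.53, 1.01 to 2.33, Fisher's exact p = 0.048), the direction opposite to more males. An unstated filter in the other lists was not tested, and Foxn3 peaks on Y removed by one would not show in the peak numbers, which end on X.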
